A study of Mus musculus with 3 samples. Its data were reported in "Sexual dimorphism in melanocyte stem cell behavior reveals combinational therapeutic strategies for cutaneous repigmentation" (2024).

How the data were processed

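Single-cell 3′ RNA sequencing libraries were made from mouse dorsal skin in which immune cells had been enriched with CD45+ magnetic beads. There were 3 libraries, 1 from each of 3 groups: wild-type skin without irradiation (WT_Ctrl), wild-type skin after 3 UVB exposures (WT_UV), and skin of Cox-2 overexpressing mice after 3 UVB exposures (RP_UV). All animals were 8-week-old males in telogen, per the labels. Each library was the only one of its group, so no test, standard error or p-value was computed and no difference had a replicate check. Cells were not treated as replicates.

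The authors deposited raw UMI counts per gene and cell, made with Cell Ranger 6.1.1 and already restricted to called cells, without normalization. Each of the 3 deposited matrices held 32285 genes, and the lowest total of a barcode was 500 UMIs. Gene symbols and identifiers were used as the files pair them. No coordinates are given, because the files state no genome build, although the reporting summary of the study names one.

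Cells were filtered as in the methods of the study: a mitochondrial share under 10%, more than 200 genes, and fewer than 4000 genes, or fewer than 6000 in WT_UV. These limits kept 5309 of 5977 cells in WT_Ctrl, 5225 of 6149 in WT_UV and 6070 of 7240 in RP_UV. The mitochondrial limit removed 450, 716 and 953 cells in the same order, the lower gene limit 73, 125 and 239, and the upper gene limit 211, 206 and 213, where a cell could fail more than 1 limit. The higher limit in WT_UV retained 1112 cells with 4000 genes or more, of a kind removed from the other libraries.

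The libraries were normalized with SCTransform (sctransform 0.4.2) and integrated in Seurat 5.3.0 under R 4.3.3, on 3000 features and 30 dimensions, and were clustered at a resolution of 0.8 into 29 clusters. Clusters of at least 100 cells were split once more with Leiden clustering (leidenalg 0.10.2, resolution 0.5, 20 dimensions of 1000 variable genes, 20 neighbours) without integration, which gave 111 clusters. Cluster names were rebuilt from 19 marker panels fixed before the data were examined, and every name is to be read as X-like. Each cluster was scored by the mean log2 level of a panel (pseudocount of 10 CPM) relative to the median over clusters. A cluster stayed unnamed if fewer than 3 markers of its best panel were detected in 10% of its cells, if markers of another panel outnumbered its own among its 10 leading genes, or if its median depth was under the sample median divided by 3 with no own marker among those genes. The fixed part of the rule was the markers. The remaining limits were set in several rounds after the clusters had been seen: a score of at least 1, a lead of 0.5 over the next panel (1 without an own marker among the leading genes), and no panel of another lineage at 1.5 or above in a cluster deeper than 1.3 times its sample. They left 28 clusters unnamed and 83 named, with 12.4% of the cells of WT_Ctrl, 15.7% of WT_UV and 17.2% of RP_UV unnamed. Of these, clusters close to 2 panels held 6.35%, 8.65% and 8.32% of cells, deep and mixed clusters 3.01%, 4.44% and 5.26%, and the others 3.03%, 2.56% and 3.66%. Cycling macrophages were meant to be counted as macrophages, but 2 cycling clusters with 50, 65 and 45 cells had no clear lineage and stayed unnamed.

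No doublets were removed in the reported values, since the methods of the study name no doublet caller. Scrublet (in scanpy 1.11.5, expected rate 0.05) marked 1.54% of cells in WT_Ctrl, 0.23% in WT_UV and 0.148% in RP_UV, too few in the last 2 libraries for its calls to be used. The removal of the 5% of cells with the highest Scrublet score in each library was added in its place after the data had been seen.

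Class shares were computed among cells named as immune, with Wilson 95% intervals, and ratios of shares with intervals from the log ratio. For macrophages, raw UMIs were summed over all cells of the class in a library and divided by the summed UMIs of all genes to give CPM, with exact Poisson 95% intervals. Intervals and floors cover counting error only. A floor is the value that 3 counts would give. Medians of gene lists were taken over log2 folds with a pseudocount of 1 CPM, and their percentiles among 10000 random lists of the same size matched on mean expression describe these libraries alone. For shares of cells with a UMI and for scores, each cell was thinned to 2000 UMIs and shallower cells were left out. The comparisons were WT_UV against WT_Ctrl and RP_UV against WT_UV. RP_UV against WT_Ctrl was added for the sequencing run those libraries shared.

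The gene lists fixed before the data were examined were a pro-inflammatory list (Il1b, Tnf, Cxcl2, Ccl2, Cxcl1), an inflammation set (Il1b, Tnf, Cxcl2, Ccl2, Jun, Junb, Fos, Nfkbia), a phagocytosis set (Mrc1, C1qc, H2-Aa, Cd36), an early-stage pair (Retnla, Ear2), prostaglandin genes, a list for cell stress during dissociation and a list of keratinocyte transcripts. The first 4 follow the text of the study, which drew on these libraries. The phagocytosis set joins markers that the study names. It may differ from the set that the study plotted, whose genes its text does not list. The lists of MHC class II, dendritic cell and leukocyte transcripts were chosen after results had been seen. Beyond the lists, named genes were the 5 with the highest and the 5 with the lowest macrophage fold in each comparison, among genes with at least 100 CPM and at least 100 UMIs in the library where they were higher. Mitochondrial, ribosomal protein and haemoglobin genes were left out, and 1 gene that met the rule is not reported. The direction had to be the same under TMM scaling, in macrophages chosen by marker UMIs, and without the 5% of cells with the highest Scrublet score. This left 1403 genes to choose from in the comparison of WT_UV with WT_Ctrl and 1501 in that of RP_UV with WT_UV.

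The fold computation was tested on simulated counts with 200 changed genes. The counts were independent Poisson draws, and all changed genes had a fold of the same size. The intervals assume Poisson counts too, so good coverage follows largely by construction. It checks the computation and says nothing about spread between cells or animals. For WT_UV against WT_Ctrl, with 11188 genes, the direction was right for 100% of changed genes, and the true fold lay inside the interval for 97% of changed and 95.8% of 2000 unchanged genes. Of 100 simulated lists of 8 unchanged genes, 4 fell in the outer 5% of random lists. For RP_UV against WT_UV, with 11859 genes, these values were 100%, 97.5%, 95.9% and 8 lists.

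Alternatives were upper limits of 4000 or 6000 genes in every library, a mitochondrial share under 5%, no integration, resolutions of 0.4 and 1.2, classes from the marker UMIs of each cell with no clusters (at least 2 markers), all kept cells as the denominator, and cells thinned to 2000 UMIs before clustering. For expression they were TMM scaling (edgeR 4.0.16), median of ratios scaling, a minimum of 50 UMIs per gene, totals without mitochondrial, ribosomal protein and keratinocyte genes, and a mean over cells. For scores and shares of cells they were other depths, gene sets and limits. In addition to the Scrublet scores, naming close and mixed clusters by their best panel and counting a low-depth T-like cluster as T cells were added after the data had been seen. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps. Macrophage subtypes, pseudotime and cell communication were not analysed here.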

Results

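To examine the immune response of skin to ultraviolet B (UVB) light, single-cell transcriptomes of CD45+ enriched dorsal skin were compared between 3 groups of 8-week-old male mice. These were wild-type mice without irradiation (WT_Ctrl), wild-type mice after 3 UVB exposures (WT_UV), and mice that overexpress Cox-2, the enzyme encoded by Ptgs2 that makes prostaglandins, after 3 UVB exposures (RP_UV). Each group had 1 library. The libraries held 34985549 UMIs in 5977 cells of WT_Ctrl, 82722013 UMIs in 6149 cells of WT_UV and 37689836 UMIs in 7240 cells of RP_UV. After filtering, 5309, 5225 and 6070 cells were left, with a median of 4246 UMIs and 1665 genes per cell in WT_Ctrl, 10557 UMIs and 2964 genes in WT_UV, and 3774 UMIs and 1603 genes in RP_UV. The labels place WT_Ctrl and RP_UV on the same flow cell and WT_UV on another. Sequencing run and group therefore cannot be told apart in either comparison with WT_UV. For part of the results, values of RP_UV against WT_Ctrl, which shared a run, are given as well. That contrast differs in both UVB exposure and genotype. The study induced the transgene with doxycycline and does not state whether the wild-type animals of these libraries received it. A difference of genotype below can therefore include one of doxycycline.

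Cell names were rebuilt from fixed marker genes, and 54.9% of cells in WT_Ctrl, 73.1% in WT_UV and 51% in RP_UV were named as immune. Unnamed cells made up 12.4%, 15.7% and 17.2%, so a share that differs from the study can come from the rebuilt names. Doublets were not removed from the values given here.

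The targeted gene was examined first. Ptgs2 (ENSMUSG00000032487) was counted at 14.4 CPM (UMIs of a gene scaled by the UMIs of all genes) in WT_Ctrl (95% Poisson interval 13 to 15.9), 117 in WT_UV (115 to 120) and 486 in RP_UV (478 to 494), in the order that the label of overexpression calls for. With all deposited barcodes in place of the filtered cells the RP_UV value was 525. The overexpressed copy is a rat gene, and how far its reads were counted as mouse Ptgs2 is not known. In keratinocytes, Ptgs2 was at 5.28 CPM in WT_Ctrl (3.77 to 7.19), 5.67 in WT_UV (3.99 to 7.81) and 610 in RP_UV (592 to 628), so wild-type keratinocytes did not differ by more than counting error. All libraries carried Y-linked transcripts, as the labels of male animals require: Ddx3y was at 60.3, 72.4 and 57.3 CPM in WT_Ctrl, WT_UV and RP_UV, whereas Xist had 0, 2 and 1 UMIs. For WT_Ctrl the count of 0 allows up to 0.116 CPM. The other Y-linked genes, Eif2s3y, Kdm5d and Uty, lay between 10.4 and 55.5 CPM. Nnt, a gene that differs between C57Bl/6 substrains, was at 1.74 (1.27 to 2.33), 1.44 (1.16 to 1.76) and 0.961 (0.639 to 1.39) CPM, too low to assign a substrain.

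To determine how the composition of immune cells differed after UVB, shares of named immune cells were compared between WT_UV and WT_Ctrl. Neutrophils made up 0.411% of 2917 immune cells in WT_Ctrl (Wilson interval 0.235 to 0.718) and 1.67% of 3822 in WT_UV (1.31 to 2.13), a ratio of 4.07 (2.2 to 7.53). Naming close and mixed clusters by their best panel moved this ratio most, to 2.02. T cells rose from 10.6% (9.53 to 11.8) to 13.2% (12.1 to 14.3), with a ratio of 1.24 (1.09 to 1.42). Macrophages or monocytes were the largest class, at 65% (63.2 to 66.7) and 60.5% (59 to 62.1). Their ratio of 0.931 (0.898 to 0.967) changed direction under 3 alternatives: it was 1.02 without integration, 1.01 with cells thinned to the same depth, and 1.24 over all kept cells. Dendritic cells fell from 17.8% to 13.9%, a ratio of 0.779 (0.697 to 0.871), which became 1.04 over all kept cells. The Langerhans cell ratio of 0.83 (0.6 to 1.15) did not exceed counting error. Innate lymphoid cells had a ratio of 3.13 (2.21 to 4.45) and mast cells one of 2.37 (1.57 to 3.56). No basophil was named in WT_Ctrl, which allows up to 0.103% of immune cells, while WT_UV had 0.34% (0.199 to 0.581). No B cells were named in any library.

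The corresponding comparison of RP_UV with WT_UV set Cox-2 overexpression with irradiation beside irradiation alone. Sequencing run, and possibly doxycycline, differed between these libraries as well. Neutrophils made up 18.4% of 3095 immune cells in RP_UV (17 to 19.8), which was 11 times the share in WT_UV (8.5 to 14.1) and, within the shared run, 44.6 times that in WT_Ctrl (25.2 to 78.8). The neutrophil ratio to WT_UV lay between 5.04 and 12.6 under the alternatives. Among cells of at least 2000 UMIs it was 3.05 (2.22 to 4.19). Neutrophils were shallow, with a median of 1314 UMIs in RP_UV and 3258 in WT_UV. T cells were at 1.55% (1.17 to 2.05), a ratio of 0.118 (0.088 to 0.158) to WT_UV and 0.146 (0.108 to 0.198) to WT_Ctrl. A low-depth cluster with T cell and muscle transcripts, which was left unnamed, held 2.47% of RP_UV cells and 0.402% of WT_UV cells. When it was counted as T cells, the ratio was 0.447 (0.383 to 0.523). Dendritic cells had ratios of 0.38 (0.321 to 0.45) to WT_UV and 0.296 (0.25 to 0.35) to WT_Ctrl, and Langerhans cells of 0.428 (0.275 to 0.667) and 0.355 (0.227 to 0.556). Innate lymphoid cells were at 0.162% (0.069 to 0.378), a ratio of 0.0396 (0.0163 to 0.0963) to WT_UV and 0.124 (0.0489 to 0.315) to WT_Ctrl. Macrophages rose to 71.8% (70.2 to 73.4), 1.19 times WT_UV (1.15 to 1.23) and 1.1 times WT_Ctrl (1.07 to 1.14), but over all kept cells the ratio to WT_UV was 0.827. The NK cell ratio to WT_UV of 0.515 (0.282 to 0.938) became 1.44 when classes were taken from marker UMIs. The NK cell ratio to WT_Ctrl was 0.673 (0.348 to 1.3), which did not exceed counting error.

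**Figure D1:**
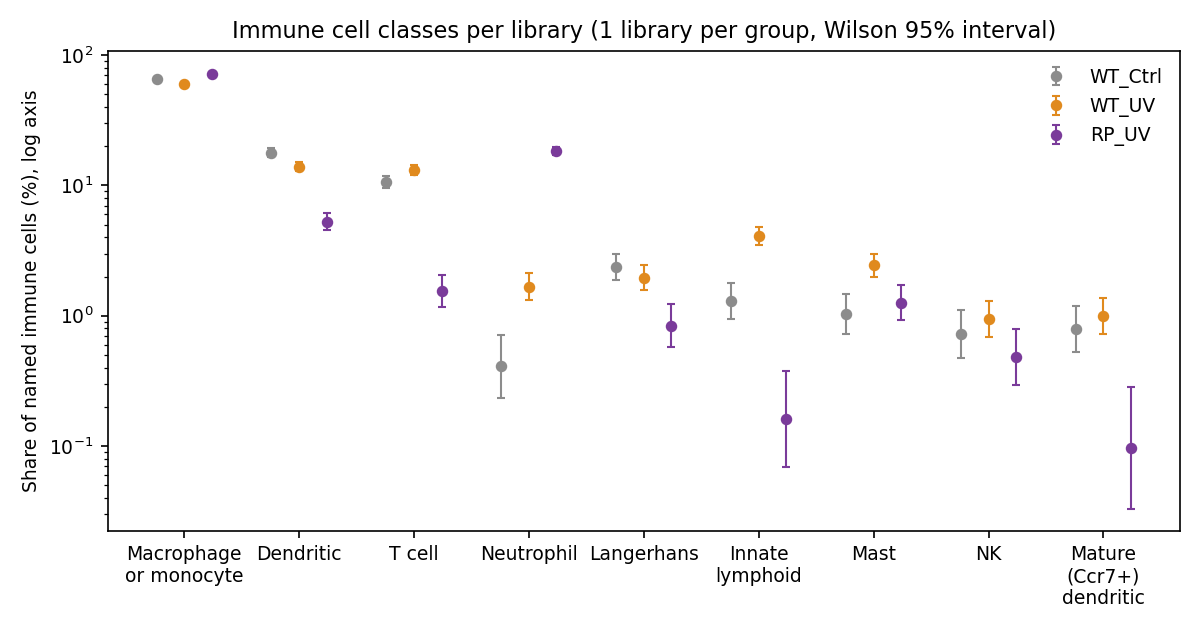
Share of each class among named immune cells (percent, log axis) in the libraries of WT_Ctrl, WT_UV and RP_UV, with Wilson 95% intervals. Neutrophils rose from 0.411% to 1.67% and 18.4%, and T cells were at 10.6%, 13.2% and 1.55%.

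Next, summed macrophage profiles were compared to determine whether UVB raised pro-inflammatory transcripts. The sums rested on 7173602 UMIs in 1896 macrophages of WT_Ctrl, 27441168 in 2314 of WT_UV and 11781435 in 2222 of RP_UV. The median log2 fold of the pro-inflammatory list, WT_UV over WT_Ctrl, was 2.29 (1.94 to 2.37), and all 5 genes were higher in WT_UV. This median was at percentile 100 of 10000 random lists matched on expression. The study named these 5 genes as higher after UVB in macrophages of the same libraries. A high percentile was therefore built in and is no independent support. Il1b, Tnf, Cxcl2 and Ccl2 are also in the inflammation set. Classes taken from marker UMIs moved it most, to 1.27. Il1b (ENSMUSG00000027398) was at 64.3 CPM in WT_Ctrl (58.5 to 70.4) and 408 in WT_UV (400 to 415), a fold of 6.34 (5.78 to 6.98). The size of this difference depended on the processing. The log2 fold of Il1b was 2.65 as reported and lay between 0.53 and 3.21 under the alternatives. Cxcl2 (ENSMUSG00000058427) had a fold of 4.95 (4.59 to 5.34), Ccl2 (ENSMUSG00000035385) of 2.35 (2.18 to 2.55), Tnf (ENSMUSG00000024401) of 3.84 (3.26 to 4.56) and Cxcl1 (ENSMUSG00000029380) of 5.67 (4.06 to 8.16). Il1b and Cxcl2 were far higher in neutrophils, at 60.7 and 39.9 times the macrophage level of WT_UV. The inflammation set had a median of 1.15 (1.08 to 1.22) with 8 of 8 genes higher, and the dissociation stress list one of 0.63 (0.59 to 0.68) with 11 of 12 higher, also at percentile 100.

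The phagocytosis set had a median of -0.69 (-0.71 to -0.68), at percentile 0.18, with Mrc1 level at a fold of 1.05 (1.03 to 1.06) and C1qc, H2-Aa and Cd36 lower. Mrc1 changed direction, to a log2 fold of -0.08, with an upper limit of 4000 genes in every library and to -0.03 with a mean over cells. The early-stage pair had a median of -1.62 (-1.69 to -1.56), as Retnla (ENSMUSG00000061100) fell from 5391 CPM (5337 to 5445) to 1119 (1107 to 1132) and Ear2 (ENSMUSG00000072596) from 100 (93 to 108) to 50.3 (47.6 to 53). These are levels over all macrophages and do not count cells that carry both genes. The prostaglandin genes had a median of -0.07 (-0.28 to 0.13), while Ptgs2 itself rose from 9.2 (7.12 to 11.7) to 90.4 (86.9 to 94.1) CPM. Keratinocyte transcripts, a measure of free RNA in macrophages, had a median of 0.34 (0.07 to 0.61), which turned to -0.36 with classes from marker UMIs and to -0.07 with clusters named by their best panel.

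By the rule of size, the genes with the highest folds in WT_UV were Fabp5 at 9.17 (8.47 to 9.95), Il1b, Pira2 at 5.38 (4.58 to 6.36), Cxcl2 and Ccr1 at 4.76 (4.12 to 5.52). Fabp5 was highest in mature dendritic cells, and Pira2 and Ccr1 in neutrophils, at 8.97, 2.07 and 12.5 times the macrophage level. The genes with the lowest folds were Hal, Retnla, Ltc4s, Clec4b1 and Cp. Retnla was lower by a factor of 4.82 (4.74 to 4.89), Ltc4s of 4 (3.67 to 4.37), Clec4b1 of 3.75 (3.5 to 4.01) and Cp of 2.86 (2.6 to 3.14). Ltc4s was one of the markers by which Langerhans cells were named and was 8.71 times higher there. Hal (ENSMUSG00000020017) was at 1290 CPM in WT_Ctrl (1264 to 1317) and 1.28 in WT_UV (0.888 to 1.77), lower by a factor of 1012 (727 to 1453), while it was level in keratinocytes at 57.3 and 64.8 CPM. Pira2, Ear2, Chil3 and Fabp5 have close paralogs or pseudogenes, which makes their counts uncertain.

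In RP_UV macrophages, the pro-inflammatory list had a median log2 fold of 1.25 over WT_UV (1.22 to 1.29) and of 2.77 over WT_Ctrl (2.67 to 2.88). The list divided: Cxcl2 was higher than in WT_UV by a fold of 2.39 (2.33 to 2.44), Ccl2 by 2.93 (2.83 to 3.02) and Cxcl1 by 3.1 (2.82 to 3.4), whereas Tnf was at 0.773 (0.71 to 0.84) and Il1b at 0.542 (0.519 to 0.565) of WT_UV. Il1b changed direction with classes from marker UMIs, to a log2 fold of 0.07, and up to 38% of its level in RP_UV macrophages matched what neutrophil RNA would carry along. Against WT_Ctrl, Il1b was higher by a fold of 3.44 (3.11 to 3.8) and Tnf by 2.97 (2.49 to 3.56). The inflammation set had a median of 0.20 over WT_UV (0.17 to 0.22), with 4 genes higher and 4 lower, at percentile 59.6, and 1.57 over WT_Ctrl. With an upper limit of 4000 genes in every library the former turned to -0.19, and the dissociation stress list turned from 0.10 (0.07 to 0.13) to -0.29. The prostaglandin genes had a median of 0.08 (-0.12 to 0.29). Keratinocyte transcripts had one of 0.72 (0.61 to 0.82).

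The phagocytosis set had a median of -0.15 over WT_UV (-0.20 to -0.11), at percentile 15.1, and -0.67 over WT_Ctrl. It turned to 0.06 with classes from marker UMIs, as did Mrc1 to 0.04 and Cd36 to 0.07. C1qc was higher than in WT_UV by a fold of 1.55 (1.53 to 1.56), while H2-Aa (ENSMUSG00000036594) fell from 3771 (3748 to 3794) to 728 (712 to 743) CPM. The early-stage pair had medians of -2.29 (-2.42 to -2.18) over WT_UV and -3.92 (-4.05 to -3.80) over WT_Ctrl. Ptgs2 in macrophages was at 176 CPM (169 to 184), a fold of 1.95 (1.84 to 2.06) over WT_UV and of 19.1 (15 to 24.8) over WT_Ctrl.

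By the rule of size, the genes with the highest folds over WT_UV were Hal, Saa3, Dbp, Chil3 and Egr1. Hal was at 1012 CPM in RP_UV (994 to 1030), which was 0.784 of WT_Ctrl (0.763 to 0.806). The libraries came from different animals, so a loss and recovery of Hal was not followed. Its near absence in WT_UV may be a trait of that 1 animal. Saa3 (ENSMUSG00000040026) was higher by a fold of 17.7 (15.8 to 19.9), Dbp by 6.82 (6.13 to 7.6), Chil3 by 4.66 (4.4 to 4.94) and Egr1 by 3.05 (2.93 to 3.17). Saa3 was highest in fibroblasts, at 2.94 times the macrophage level, Dbp in endothelial cells at 1.54 times and Egr1 in mast cells at 3.95 times. Dbp was level in WT_Ctrl and WT_UV, at 15.8 and 16.6 CPM, so its difference rests on the RP_UV library alone. Egr1 belongs to the dissociation stress list, of which 6 genes were higher and 6 lower in RP_UV than in WT_UV. Among the genes with the lowest folds were Retnla, lower by a factor of 6.33 (6.06 to 6.62), H2-Aa by 5.18 (5.07 to 5.3), Ccr2 by 5.18 (4.89 to 5.48) and Cd74 by 4.99 (4.92 to 5.07). Ccr2 belongs to the marker panel of macrophages or monocytes. Within the shared run, Saa3 was at 210 CPM in RP_UV and at 4 UMIs in WT_Ctrl, Chil3 was higher by a fold of 23 (18.7 to 28.6), and H2-Aa was lower by a factor of 10.1.

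**Figure D2:**
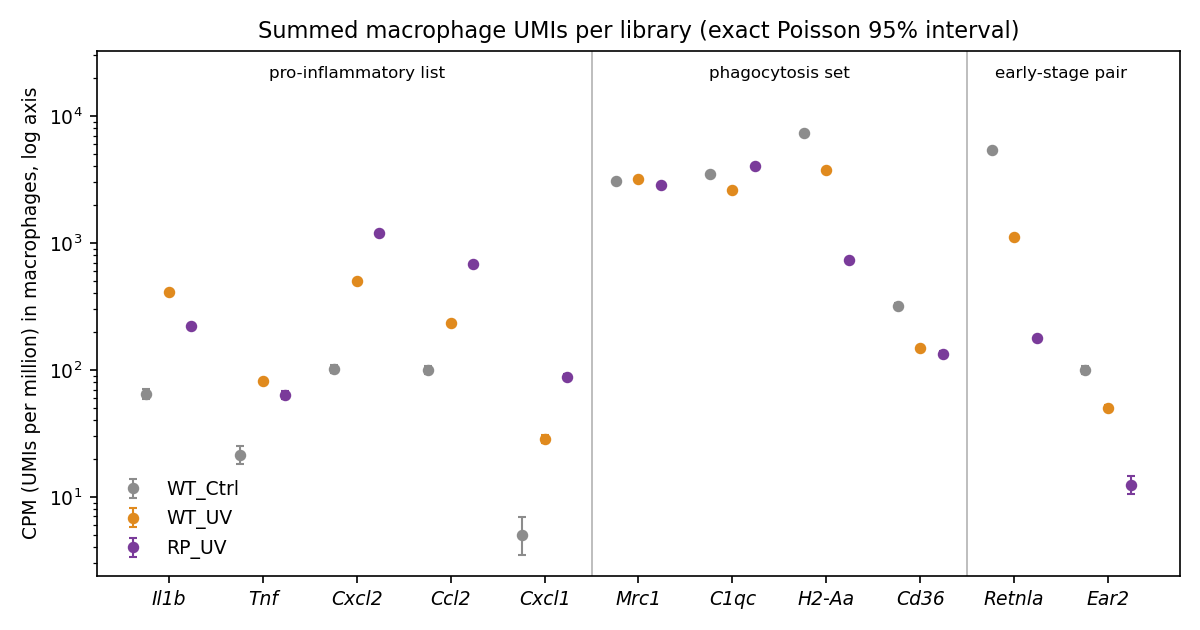
Summed CPM in macrophages (log axis) for genes of the pro-inflammatory list, the phagocytosis set and the early-stage pair in WT_Ctrl, WT_UV and RP_UV, with exact Poisson 95% intervals. Cxcl2 rose from 102 to 503 and 1201 CPM, and Retnla fell from 5391 to 1119 and 177.

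To identify which immune cells carried Cxcl2, Ccl2 and Ptgs2, levels were compared between classes. Neutrophils had the highest Cxcl2, at 20056 CPM in WT_UV (19459 to 20667) and 29077 in RP_UV (28731 to 29425), and the highest Ptgs2, at 5554 (5242 to 5880) and 4730 (4591 to 4872). In WT_Ctrl they were only 12 cells. Macrophages had Cxcl2 at 102 (94.4 to 109), 503 (495 to 511) and 1201 (1181 to 1220) CPM in WT_Ctrl, WT_UV and RP_UV, and dendritic cells at 10.9 (7.7 to 15.1), 428 (415 to 441) and 1427 (1356 to 1501). The dendritic class differed in make-up. A cluster led by Mmp12 and Ccl17 supplied 3 of its 519 cells in WT_Ctrl, 262 of 530 in WT_UV and 105 of 163 in RP_UV. A change within dendritic cells therefore cannot be told apart from one of make-up. Langerhans cells of RP_UV had Cxcl2 at 1993 (1739 to 2273), and basophils of WT_UV, only 13 cells, had Cxcl2 at 4435 (3968 to 4943) and Ptgs2 at 1777 (1486 to 2109). Mast cells had the highest Ccl2, at 862 (589 to 1216), 876 (759 to 1007) and 1054 (813 to 1343) CPM, from 30, 93 and 39 cells. Ccl2 was at 99.3 (92.1 to 107), 234 (228 to 239) and 684 (669 to 699) in macrophages, above neutrophils at 37.6 (16.2 to 74.1) in WT_UV and 52.7 (39 to 69.6) in RP_UV, and above dendritic cells at 23.2 (20.3 to 26.4) and 103 (84.9 to 124).

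Shares of cells with a UMI were taken after thinning each cell to 2000 UMIs, beside T cells as the class that was planned as a measure of free RNA. Thinning left out 330, 85 and 207 macrophages and 98, 29 and 33 T cells in WT_Ctrl, WT_UV and RP_UV. Their median depths before thinning were 3746, 10922 and 4712 UMIs in macrophages and 2332, 5196 and 1678 in T cells. Cxcl2 was found in 4.85% (3.89 to 6.03), 17.7% (16.1 to 19.3) and 35.1% (33.1 to 37.2) of macrophages, against 0.474%, 2.53% and 13.3% of T cells. The unthinned shares were 6.43%, 26.8% and 41.3% in macrophages and 0.971%, 5.57% and 8.33% in T cells. Thinning to 1000 UMIs moved the RP_UV share most, to 27.8%. Ccl2 was found in 13.3% (11.8 to 15.1), 28.1% (26.3 to 30) and 49.5% (47.3 to 51.7) of macrophages, or 20%, 54.4% and 62.5% unthinned. Of the mast cells that thinning left, 5 of 6, 22 of 34 and 7 of 8 had Ccl2, which was 83.3% (43.6 to 97), 64.7% (47.9 to 78.5) and 87.5% (52.9 to 97.8), or 53.3%, 68.8% and 53.8% unthinned. It was found in 0, 6 and 0 of 211, 474 and 15 T cells, where the counts of 0 allow up to 1.42% and 20%. The unthinned shares of T cells were 0%, 3.18% and 6.25%. Ptgs2 was found in 0.702% (0.393 to 1.25), 6.86% (5.89 to 7.99) and 17.8% (16.2 to 19.5) of macrophages, or 1.05%, 11.2% and 31% unthinned. In T cells it was found in 0 of 211, in 0.633% of 474 and in 13.3% of 15 (3.74 to 37.9), or 0%, 1.39% and 12.5% unthinned. T cells of RP_UV had Ptgs2 at 258 CPM (161 to 390), from 22 UMIs in 48 cells. The transgene was made to act in all tissues, so T cells of RP_UV may express it themselves. They therefore cannot serve as a measure of free RNA of Ptgs2, and the source of their Ptgs2 was not tested.

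**Figure D3:**
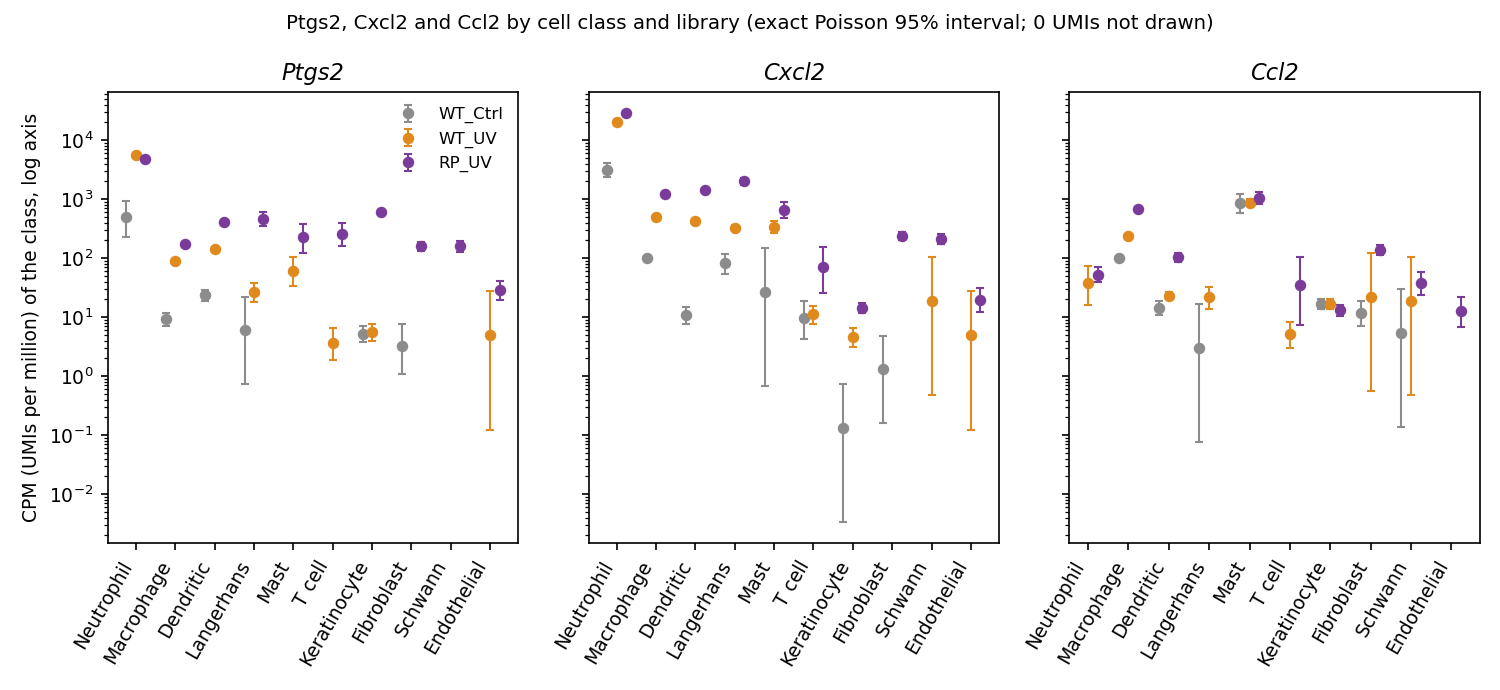
CPM (log axis) of Ptgs2, Cxcl2 and Ccl2 in classes of cells of WT_Ctrl, WT_UV and RP_UV, with exact Poisson 95% intervals. Ptgs2 in keratinocytes was at 5.28, 5.67 and 610, and Cxcl2 was highest in neutrophils, at 29077 in RP_UV.

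The study described inflammatory and phagocytic signatures in the same groups of RP_UV macrophages, the Intermediate_RP and Final_RP subclusters. Its text does not list the genes of the phagocytic set it plotted. Here the inflammation set and the phagocytosis set defined above were scored in single cells of all macrophages. The values therefore do not test the claim for those subclusters. After thinning to 2000 UMIs, the median summed UMIs of the inflammation set were 2 in WT_Ctrl (quartiles 1 and 5), 5 in WT_UV (2 and 15) and 8 in RP_UV (3 and 18), and those of the phagocytosis set were 28 (20 and 37), 19 (14 and 25) and 15 (11 and 20). The unthinned medians were 4, 26 and 17 for inflammation and 49, 107 and 36 for phagocytosis. Macrophages at or above the WT_UV median of 5 for inflammation and the WT_Ctrl median of 28 for phagocytosis made up 13.2% of 1566 cells in WT_Ctrl (11.6 to 14.9), 8.3% of 2229 in WT_UV (7.22 to 9.52) and 3.72% of 2015 in RP_UV (2.98 to 4.64). If the sets were independent within a library, 14.6%, 8.48% and 3.44% would be high for both, so observed over expected was 0.903, 0.979 and 1.08. Across the cells of a library, which are not independent replicates, Spearman correlations of the scores were -0.09, -0.05 and -0.12. The order of the libraries depended on H2-Aa. Without that gene the shares were 12.1% in WT_Ctrl, 12.1% in WT_UV and 32.7% in RP_UV, with RP_UV highest.

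**Figure D4:**
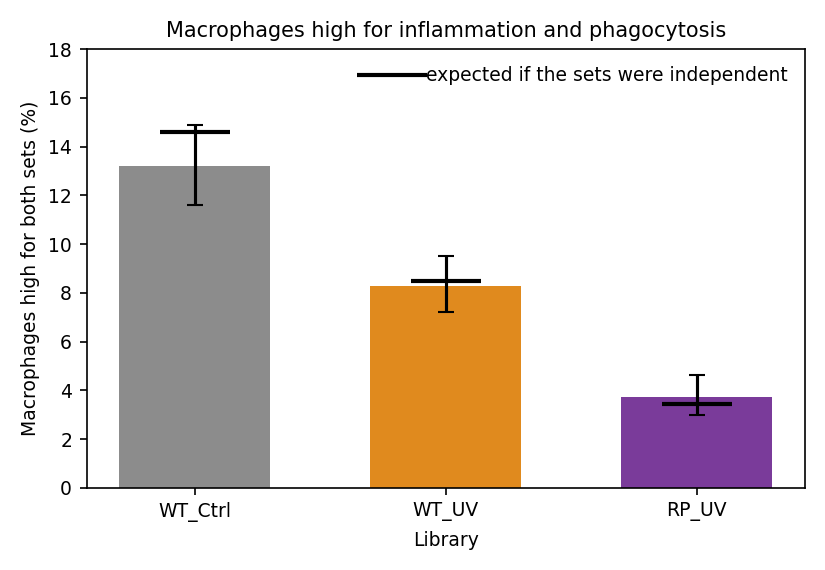
Share of macrophages (percent) high for both the inflammation and the phagocytosis set, after thinning to 2000 UMIs, with Wilson 95% intervals and black lines for the share expected if the sets were independent. The shares were 13.2%, 8.3% and 3.72% in WT_Ctrl, WT_UV and RP_UV.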

Values the study reported

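The study kept cells with a mitochondrial share under 10%, more than 200 detected genes and fewer than 4000, or fewer than 6000 in WT_UV, which had been sequenced more deeply.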

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

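The tests of even spread and of the class mixture were chosen only after the result had been seen. The test of leukocyte transcripts was written down before its own values were computed, but it was split by gene after a pooled result, and its limits of 50% and 10% were set after its values had been seen.

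The pro-inflammatory list was counted at 181 CPM in the non-immune cells of RP_UV (173 to 189), cells that enter none of the comparisons of immune classes. It stood out because the same sum was 41.3 (37.3 to 45.5) in WT_Ctrl and 33.4 (29.2 to 38) in WT_UV. In RP_UV the sum came from Cxcl2 at 52.1 CPM, Cxcl1 at 52.4, Il1b at 44.2, Ccl2 at 29.5 and Tnf at 2.42.

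Another mixture of non-immune classes would bring the value down to that of WT_Ctrl once the classes are weighted alike, but with the weights of WT_Ctrl it was 187. In keratinocytes alone it was 25.9 in WT_Ctrl (22.4 to 29.8), 30.6 in WT_UV (26.5 to 35.2) and 62.2 in RP_UV (56.7 to 68.1). Free RNA spread evenly over cells would leave no small group of cells with most of the UMIs. The 5% of cells with most of them held 89.2% of Cxcl2 and Il1b UMIs, 75.1% of Ccl2 and 82.3% of Cxcl1, against at most 32.5%, 49.8% and 42.3% in 1000 draws of even spread, which argues against even spread as the whole cause for each gene. By amount alone, carried over at the level of Lyz2 from macrophages and of S100a8 or S100a9 from neutrophils, immune RNA would supply 317% of Cxcl2 and Il1b, 54.1% of Ccl2 and 5.64% of Cxcl1. Immune RNA that reached few cells is therefore not excluded for Cxcl2, Il1b and Ccl2.

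Immune cells caught in the same droplets may account for Cxcl2 and Il1b, since 71.3% of their UMIs lay in the 5% of cells with the highest share of leukocyte transcripts (Ptprc, Tyrobp, Fcer1g, Laptm5, Coro1a), which held 51.9% of the leukocyte UMIs themselves. For Cxcl1 this part was 6.65%, little above the 5% that chance gives, which argues against such droplets. For Ccl2 it was 23.9%, and droplets with immune cells cannot be told apart from expression in the non-immune cells, because the value lies between the limits set. The level of Cxcl1 in non-immune cells of RP_UV is left as a hypothesis for an effect of genotype, of UVB or of both, since WT_UV came from another run and had only 585 named non-immune cells.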

How the results depend on the processing

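Removal of the 5% of cells with the highest Scrublet score, naming by the best panel and counting the low-depth cluster as T cells were alternatives chosen only after the results had been seen. Removal of doublets by the automatic threshold of Scrublet was planned but not run, because it marked 1.54% of cells in WT_Ctrl, 0.23% in WT_UV and 0.148% in RP_UV, too few to act as removal. It had been meant for shares, macrophage expression, the share high for both sets and the shares of cells with a UMI. No paired analysis was possible because each group had 1 library.

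The 62 results that answer the comparisons were recomputed under every alternative that applied to them: 242 values stayed within counting error, 118 moved beyond it in the same direction, and 10 changed direction. A change of direction is counted where the reported value exceeded counting error. Among 132 further values for single genes, classes and ratios, 1073 recomputed values stayed, 366 moved and 16 changed direction. Of 59 genes with a fold, 47 kept their sign under all alternatives in WT_UV over WT_Ctrl, and 50 in RP_UV over WT_UV. Among the others are genes whose reported fold was within counting error. TMM and median of ratios scaling shifted every log2 fold of a comparison by 0.05 or less. The lower share of T cells, innate lymphoid cells and Langerhans cells in RP_UV than in WT_UV held under each alternative, as did the higher share of neutrophils, with ratios from 5.04 to 12.6. In what follows the cause was not tested unless one is given.

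An upper limit of 4000 genes in every library removed the deep cells that the main filter kept in WT_UV alone. Ratios of WT_UV over WT_Ctrl became 1.44 for T cells and 0.625 for dendritic cells, and the dendritic cell ratio of RP_UV over WT_UV became 0.474. For WT_UV over WT_Ctrl, macrophage medians became 2.45 for the pro-inflammatory list, 1.40 for the inflammation set, -0.62 for the phagocytosis set, -1.43 for the early-stage pair and 0.87 for dissociation stress. For RP_UV over WT_UV they became 0.94, -0.19, -0.21, -2.48 and -0.29 in the same order, so that the inflammation set and dissociation stress changed direction, and 0.55 for keratinocyte transcripts. Single genes changed direction in WT_UV over WT_Ctrl: Mrc1 to -0.08, Jund to 0.19 and H2-DMb1 to 0.05. In RP_UV over WT_UV, Ier3 changed to -0.09.

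Classes from the marker UMIs of each cell, with no clusters, gave ratios of RP_UV over WT_UV of 1.14 for macrophages, 0.193 for dendritic cells and 1.44 for NK cells, which changed direction, and a T cell ratio of WT_UV over WT_Ctrl of 1.44. Medians of WT_UV over WT_Ctrl were 1.27 for the pro-inflammatory list, 0.48 for the inflammation set, -0.60 for the phagocytosis set, -1.21 for the early-stage pair, 0.21 for dissociation stress and -0.36 for keratinocyte transcripts, which changed direction. Those of RP_UV over WT_UV were 1.32 for the pro-inflammatory list, 0.28 for the inflammation set, 0.06 for the phagocytosis set, which changed direction, 0.32 for prostaglandin genes and 1.68 for keratinocyte transcripts. Genes that changed direction in WT_UV over WT_Ctrl were Ier2 to -0.06, Krt14 to -0.36 and Lgals7 to -0.22. In RP_UV over WT_UV they were Il1b to 0.07, Mrc1 to 0.04, Cd36 to 0.07, Krt10 to 0.31 and Krt1 to 1.03. The share of WT_Ctrl macrophages high for both sets was 16.5%. Macrophages with a Cxcl2 UMI were 20.1% in WT_UV, with a Ccl2 UMI 23.7% in WT_UV and 46.5% in RP_UV, and with a Ptgs2 UMI 8.86% and 20.3%. T cells of WT_UV had Cxcl2 in 6.67% and Ptgs2 in 4.64%.

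Without integration, the macrophage ratio of WT_UV over WT_Ctrl changed direction to 1.02, and dendritic cell ratios were 0.55 for WT_UV over WT_Ctrl and 0.168 for RP_UV over WT_UV. Medians of WT_UV over WT_Ctrl were 2.50 for the pro-inflammatory list and 1.22 for the inflammation set. For RP_UV over WT_UV they were 0.14 for the inflammation set, -2.11 for the early-stage pair and 0.05 for dissociation stress. In WT_Ctrl, 10.1% of macrophages were high for both sets. A resolution of 0.4 gave macrophage ratios of 1 for WT_UV over WT_Ctrl and 1.14 for RP_UV over WT_UV, and dendritic cell ratios of 0.463 and 0.238.

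With all kept cells as the denominator, which takes in the differing share of non-immune cells, the macrophage ratios changed direction to 1.24 for WT_UV over WT_Ctrl and 0.827 for RP_UV over WT_UV. The dendritic cell ratio changed direction to 1.04 for WT_UV over WT_Ctrl and was 0.265 for RP_UV over WT_UV. T cell ratios were 1.65 and 0.0821, and the neutrophil ratio of RP_UV over WT_UV was 7.64. Cells thinned to 2000 UMIs and clustered again gave macrophage ratios of 1.01, a change of direction, and 1.38, neutrophil ratios of 2.19 and 5.04, T cell ratios of 1.65 and 0.0806, and dendritic cell ratios of 0.505 and 0.319. With all cells at 1 depth the rule against deep and mixed clusters could not act. In this setting 2 clusters next to macrophages supplied 15 of 20 neutrophils in WT_Ctrl, 11 of 64 in WT_UV and 104 of 210 in RP_UV. These neutrophil ratios therefore do not follow the reported naming. Shallow cells are left out here by construction, which bears on neutrophils with their median of 1314 UMIs in RP_UV.

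Naming close and mixed clusters by their best panel gave neutrophil ratios of 2.02 for WT_UV over WT_Ctrl and 5.83 for RP_UV over WT_UV. Medians of WT_UV over WT_Ctrl were -0.66 for the phagocytosis set, 0.57 for dissociation stress and -0.07 for keratinocyte transcripts, which changed direction with Krt14 at -0.07. Those of RP_UV over WT_UV were 1.21 for the pro-inflammatory list, 0.16 for the inflammation set and -2.49 for the early-stage pair. In WT_UV, 9.62% of macrophages were high for both sets. Counting the low-depth T-like cluster as T cells gave ratios of RP_UV over WT_UV of 0.447 for T cells and 1.14 for macrophages.

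For the pro-inflammatory list in WT_UV over WT_Ctrl, both a mitochondrial share under 5% and removal of the highest Scrublet scores gave 2.37. In RP_UV over WT_UV they gave 1.31 and 1.33. The former also gave -2.18 for the early-stage pair in RP_UV over WT_UV and 0.69 for dissociation stress in WT_UV over WT_Ctrl. TMM and median of ratios scaling each gave, for RP_UV over WT_UV, 1.3 for the pro-inflammatory list, 0.24 for the inflammation set, -0.11 for the phagocytosis set and 0.15 for dissociation stress. A mean over cells gave for RP_UV over WT_UV 1.33, 0.15, -0.21 and 0.14 for the same lists and -2.45 for the early-stage pair. For WT_UV over WT_Ctrl it gave -0.63 for the phagocytosis set, -1.37 for the early-stage pair, 0.78 for dissociation stress and 0.64 for keratinocyte transcripts, and changed the direction of Mrc1 to -0.03 and of Jund to 0.09.

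The shares of macrophages high for both sets in WT_Ctrl, WT_UV and RP_UV were 11.3%, 6.52% and 1.94% after thinning to 4000 UMIs, 10.4%, 5.88% and 2.63% with a mean over genes of log(1 + UMIs), and 1.21%, 0.673% and 0.298% with limits at the upper quartile. Cytokines alone gave 11.2% in WT_Ctrl. Without H2-Aa, WT_UV was at 12.1% and RP_UV at 32.7%, which put RP_UV highest instead of lowest. For RP_UV the construction shows the cause, since H2-Aa was the gene of the set that fell most against each other library. For WT_UV the cause was not tested. Thinning to 1000 UMIs gave 12.3% in WT_UV and 6.46% in RP_UV.

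Thinning to 1000 UMIs lowers the chance of seeing a UMI by construction. It gave 14.1% of WT_UV and 27.8% of RP_UV macrophages with Cxcl2, 18% and 34.3% with Ccl2, and 5.49% and 11.1% with Ptgs2. Neutrophils of RP_UV had Cxcl2 in 90.5% and Ptgs2 in 79.8%, and T cells of WT_UV had Cxcl2 in 1.01%. With all deposited barcodes, Ptgs2 was at 11.5, 102 and 525 CPM and Ddx3y at 57.2, 68.5 and 53.7 in WT_Ctrl, WT_UV and RP_UV, and Kdm5d was at 11.4 in WT_UV.

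Depth left 15 of 48 T cells of RP_UV after thinning to 2000 UMIs, so background shares there are known only within wide intervals. Of 12 neutrophils of WT_Ctrl, 1 was left.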

Other observations

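The tests for Hal, of carried RNA with its limits of 25% and 75%, of T cell shares, of neutrophils in deep cells, of the shared run, of H2-Aa in T cells and of unnamed clusters were chosen only after the result had been seen, whereas the stress list was fixed in advance, though it was read as a test afterwards.

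Hal was nearly absent from WT_UV macrophages, with 35 UMIs in 2314 cells, against 9255 UMIs in 1896 cells of WT_Ctrl and 11924 in 2222 of RP_UV. A fault of mapping, annotation or run that acts on the gene in every cell would lower keratinocytes too, but there the fold of WT_UV over WT_Ctrl was 1.13 (0.986 to 1.3). UVB alone would also remove Hal from RP_UV, where the fold over WT_Ctrl was 0.784. RP_UV differs in genotype as well, so that an interaction with Cox-2 stays open. A loss of macrophage subtypes would leave Hal level within shared clusters, yet in 4 shared first-level clusters its highest level in WT_UV was 1.79 CPM, against 250 or more in the other libraries. Among 1256 macrophage genes at 100 CPM or more in both other libraries, 1 was over 20 times lower in WT_UV, and this was Hal. Another genetic background of the single WT_UV animal, such as a variant that silences Hal in macrophages, cannot be told apart from an effect of treatment, because 1 animal per group was measured. The limit of 20 was set after Hal had been seen.

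The higher share of neutrophils in RP_UV than in WT_UV stayed when only cells of at least 2000 UMIs were counted under their reported names, where 110 of 2343 immune cells in RP_UV and 56 of 3638 in WT_UV were neutrophils. The ratio was 3.05 (2.22 to 4.19), which argues against a difference in depth as the whole cause, although the size of the ratio depended on depth. Between the libraries that shared a run, RP_UV and WT_Ctrl, the ratio was 44.6. Sequencing run and group cannot be told apart for WT_UV, and the ratio within the run joins the effects of UVB and genotype.

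The lower T cell share of RP_UV remained at a ratio of 0.142 (0.106 to 0.19) among immune cells other than neutrophils, which argues against dilution by neutrophils. When the unnamed low-depth cluster was counted as T cells the ratio was 0.447 (0.383 to 0.523), so cells left there could explain part of the difference but not all of it. Genotype, run and the yield of T cells in the digestion stay open, and yield was not tested.

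Free RNA from neutrophils was tested by the level of S100a8 and S100a9 that macrophages of RP_UV carried. It would bring along 6.88% of their Cxcl2 and 7.64% of their Ptgs2, which argues against it as the main source of either. For Il1b the part was 38%, and free neutrophil RNA cannot be told apart from expression by macrophages, because the value is neither small nor most of the level. Free RNA from keratinocytes, judged by Krt14 and Krt5, would bring 2.11% of the Ptgs2 of macrophages, and neutrophils would bring 4.52% of that in RP_UV keratinocytes. T cells of RP_UV had Ptgs2 at 258 CPM. Fibroblasts at 159, Schwann or neural cells at 160 and smooth muscle cells or pericytes at 137 also had Ptgs2 in RP_UV. The transgene, which was made to act in all tissues, is a candidate source that was not tested.

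Inflammatory genes were higher in WT_UV than in WT_Ctrl macrophages, but so was the list for cell stress during dissociation, with a median log2 fold of 0.63. This is smaller than the 2.29 of the pro-inflammatory list, whose genes the study named as higher in these same libraries. Stress during dissociation and an effect of UVB cannot be told apart by this value, because genes of the stress list also respond to inflammation.

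MHC class II transcripts were lower in RP_UV than in WT_UV macrophages, with a median log2 fold of -2.30 (-2.32 to -2.27) and 7 of 7 genes lower, and -3.33 (-3.36 to -3.30) within the shared run. The list was chosen after H2-Aa had been seen to fall. Its median lay between -2.63 and -1.48 under the alternatives. A first comparison, with the macrophage level of H2-Aa at 35.5% of the dendritic cell level and transcripts specific to dendritic cells at a median of 11.2% (0.332 to 48.5), decided nothing. Free RNA from dendritic cells would reach T cells alike, but T cells of WT_UV held 4.96% of the H2-Aa level of macrophages, which argues against it. Fewer monocyte-derived cells in RP_UV may contribute, as Ccr2 fell along with H2-Aa, and this was not tested.

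Retnla and Ear2 were lower in RP_UV than in WT_UV macrophages. If the missing cells lay in unnamed clusters led by these genes, counting those clusters as macrophages would bring the folds to 1. With the 3 such clusters counted (180, 169 and 77 cells in WT_Ctrl, WT_UV and RP_UV), the fold of RP_UV over WT_UV was 0.151 (0.145 to 0.157) for Retnla and 0.215 (0.194 to 0.238) for Ear2, which argues against it. Clusters named as dendritic cells that also carried Ear2 were not counted. The study defined early-stage cells by both genes together, whereas here each gene was summed over all macrophages. Retnla led a macrophage cluster with 509 cells of WT_Ctrl, while Ear2 led a cluster named as dendritic cells. The lower levels therefore do not measure a loss of early-stage cells. An effect of Cox-2 on the supply of such cells was not tested, and the run of WT_UV stays open for that comparison. Within the shared run the median was -3.92.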
